A study of Mus musculus with 6 samples. Its data were reported in "Stromal Pbrm1 mediates chromatin remodeling necessary for embryo implantation in the mouse uterus" (2024).

How the data were processed

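RNA-seq was performed on primary smooth muscle cells of the mouse oviduct taken on day 2 of pregnancy from WT females and from females with conditional deletion of Pbrm1 (Pbrm1 cKO). Per the labels, oviducts were minced and digested with trypsin, collagenase and dispase, the cells were passed through a filter and plated for some hours in serum, and total RNA was made into strand-specific libraries with random and poly(T) priming and depletion of targeted transcripts. The labels do not say whether a library came from 1 animal or from a pool, and they give no strain. They call the controls WT, as does the text of the study, while a legend in its supplement names floxed mice; the group name here follows the labels.

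The authors deposited 1 table of whole-number read counts per gene with 1 column for each of 6 libraries. Per the file headers, reads were counted over exons with featureCounts 1.6.4 in reverse-stranded mode and otherwise default options, which leave out reads that map to several places or to several genes on the same strand. Reads from genes with near-identical copies were therefore lost or divided by single base differences. For its uterine libraries, the study stated adapter trimming with cutadapt, alignment with HISAT2 to mouse GRCm38 and the GENCODE M18 annotation; the headers of the oviduct table name the same annotation and trimmed alignments. Coordinates below are those of the deposited table. The table held 54232 genes, of which 54079 (99.7%) were given a symbol from the GENCODE M21 annotation of the same genome build. No column was left unassigned to a sample.

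Libraries held between 15390818 and 18947947 counts. At that depth a count of 3 corresponded to between 0.158 and 0.195 CPM (counts scaled to a common library total), which was taken as the floor; such limits cover counting error only, since the reads carried no molecular identifiers. Chi-square tests of the counts found that every pair of libraries of 1 group differed by more than sampling noise. The chi-square per gene lay between 1.24 and 1.54 among genes with mean counts of 10 to 30. Among genes with mean counts of 1000 or more it lay between 6.14 and 21.2, highest for the pairs with cKO replicate 2. All 6 libraries were used.

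Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, two-sided, trimmed mean of M values normalization, filterByExpr by group), with Benjamini-Hochberg adjustment over the 15376 genes that passed the filter and a threshold of 0.05. The study used DESeq2 for its own libraries; DESeq2 1.42.0 was an alternative here. CPM are normalized by the same factors and are given as mean ± SD over 3 libraries. The SE of a log2 fold change was its absolute value divided by the square root of F. Counts were simulated with the means and library sizes of the real libraries. On these the edgeR test recovered 193 of 200 changed genes (96.5%) among 15182 tested, with 14 false calls. That share holds only for changes of the sizes and at the counts that were simulated. It does not give the power for smaller changes or for genes with lower counts. With no gene changed, the edgeR test made 0 calls among 15166 genes.

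Gene lists were written before the data were examined and tested with camera (limma 3.58.1, inter-gene correlation 0.01), adjusted over the 6 comparison lists and separately over the 7 composition lists; fry and camera with an estimated correlation were alternatives. On simulated counts with 1 of 6 lists raised 1.4-fold, camera called that list and no other. Genes were drawn independently there, so that run could not test the preset correlation between genes. The composition lists held markers of epithelial cells, leukocytes, endothelium, fibroblasts, mesothelium and oocytes or early embryos, and genes that respond to tissue dissociation. Genes within 10 Mb of Pbrm1 and of Pgr, where the cre was inserted, were compared with all other tested genes by Fisher's exact test.

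The rule for naming genes was also set before the data were examined. It covered Pbrm1, Hand2, its antisense gene Hand2os1 and Pgr; the members of each comparison list with an adjusted p-value under 0.05, up to the 8 with the largest change; and the 5 protein-coding genes with the largest change in each direction that had an adjusted p-value under 0.05, a mean of at least 5 CPM and no overlap between the groups. Alternatives were DESeq2, limma-voom, 3 other scalings, other filters on low counts, other thresholds, the replicate number as a block, and leaving out each library in turn. Sequence copies were found with BLAST 2.17.0 among GENCODE M21 transcripts: processed pseudogenes and intronless genes were matched to the best protein-coding gene with introns, at 95% identity or more over at least 90% of the copy.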

Results

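To identify genes whose expression depended on Pbrm1 in the muscle of the oviduct, RNA-seq was performed on primary oviductal smooth muscle cells of WT and Pbrm1 cKO mice on day 2 of pregnancy, with 3 libraries per group. Pbrm1 encodes a subunit of a SWI/SNF chromatin remodeling complex. Library totals were 17057699, 18840290 and 17175477 counts in WT and 17649972, 18947947 and 15390818 counts in cKO replicates 1, 2 and 3. Mitochondrial genes took 8.09% ± 0.147 of the counts in WT and 7.25% ± 0.491 in cKO (SD, n = 3). The first principal component of the log2 CPM held 73.5% of the variance and separated the groups, with WT libraries from -34.7 to -34.1 and cKO libraries from 28.7 to 38.

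The targeted gene was examined first. Pbrm1 (ENSMUSG00000042323.17; GRCm38 chromosome 14, 31019138 to 31121592, plus strand) was at 170, 183 and 172 CPM in the WT libraries and at 43.5, 50.7 and 42.7 CPM in the cKO libraries. The cKO mean of 45.6 ± 4.39 CPM was 26.0% of the WT mean of 175 ± 7.09 CPM (SD, n = 3; log2 fold change -1.94, SE 0.064, edgeR adjusted p = 9.1e-11). Counts cover all exons of the gene, so transcripts of a deleted allele that kept other exons are included. Across the 14 alternatives the log2 fold change ranged from -2.02 to -1.90.

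The study compared Hand2 in these cells with Hand2 in uterine stromal cells. Hand2 (ENSMUSG00000038193.4; chromosome 8, 57320983 to 57324633, plus strand) was at 11.2 ± 0.866 CPM in WT and 8.43 ± 0.841 CPM in cKO (SD, n = 3), or 75.0% of WT. The log2 fold change was -0.42 (SE 0.11, edgeR adjusted p = 0.00658), and all 3 cKO libraries lay below all 3 WT libraries. The difference was larger than the spread between replicates under each of the 14 alternatives, with log2 fold changes from -0.50 to -0.37 and adjusted p-values from 0.00139 to 0.0341. Among tested genes, 25.7% changed by more than Hand2. The counts behind these values were low, between 140 and 222 per library. Hand2os1 (chromosome 8, 57281117 to 57324233, minus strand) overlaps Hand2 on the other strand and was counted separately. It was at 3.05 ± 0.647 CPM in WT and 1.99 ± 0.107 CPM in cKO (SD, n = 3; log2 fold change -0.62, SE 0.20, edgeR adjusted p = 0.0224). That call was lost in 4 of 14 alternatives, DESeq2 (adjusted p = 0.0728) and 3 fits that left out 1 library, and its adjusted p-value was 0.140 without WT replicate 2. Pgr (chromosome 9, 8899833 to 8968611, plus strand), which carries the cre, was at 174 ± 3.20 CPM in WT and 168 ± 13.8 CPM in cKO (SD, n = 3), and the difference did not exceed the spread between replicates (log2 fold change -0.05, SE 0.056, edgeR adjusted p = 0.508). Without cKO replicate 2 its adjusted p-value was 0.036, the only 1 of 14 alternatives to pass the threshold.

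**Figure D1:**
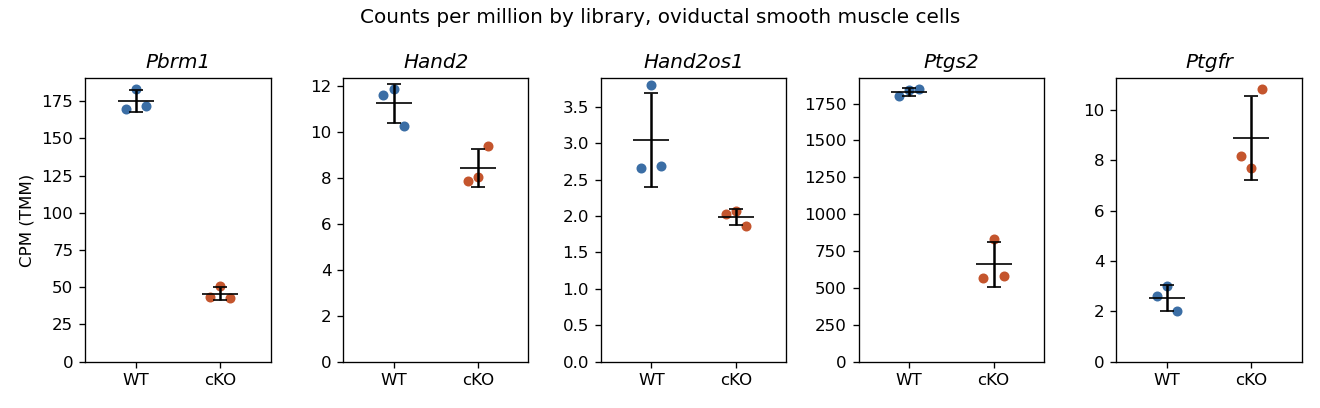
CPM of 5 genes in each of the 3 WT and 3 cKO libraries (points), with the group mean (horizontal line) and SD (error bars), on axes that start at 0. Pbrm1, Hand2, Hand2os1 and Ptgs2 were lower in all 3 cKO libraries than in any WT library, and Ptgfr was higher.

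Across the transcriptome, 6723 of 15376 tested genes (43.7%) differed between Pbrm1 cKO and WT at an edgeR adjusted p-value under 0.05, 3373 higher and 3350 lower in cKO. Most of these changes were small. Their median absolute log2 fold change was 0.395, and 998 genes changed by more than 1 on the log2 scale, 557 higher and 441 lower. The CPM ranges of the groups did not overlap for 8223 genes (53.5%), where chance gives 10% for 3 libraries against 3. The biological coefficient of variation between replicates was 5.32%, so that small differences passed the threshold. DESeq2 called 5535 genes, 5528 of them also called by edgeR. Among the alternatives at the same threshold, leaving out WT replicate 2 moved the count most, to 5532 genes.

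**Figure D2:**
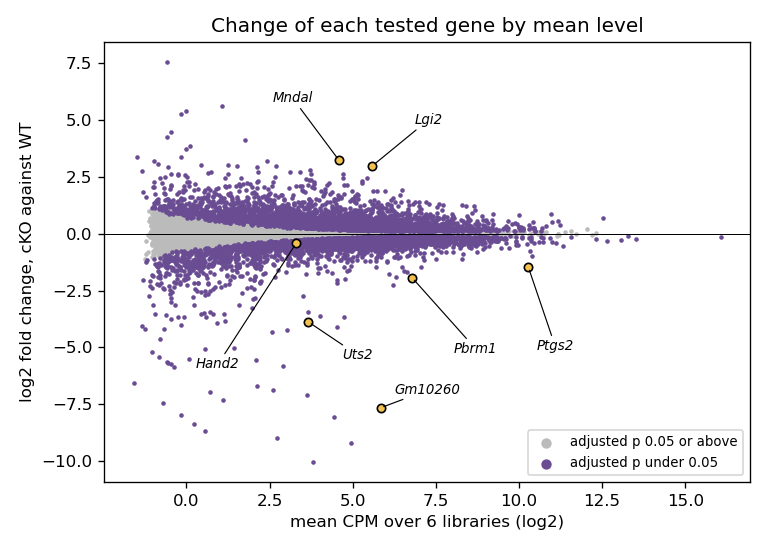
Log2 fold change of cKO against WT (vertical axis) against the log2 of the mean CPM over 6 libraries (horizontal axis) for the 15376 tested genes, colored by edgeR adjusted p-value. Gm10260 fell by 7.66 on the log2 scale at a mean of 57.2 CPM, and Pbrm1 and Hand2 changed by -1.94 and -0.42.

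The protein-coding genes with the largest increases among those at 5 CPM or more were Mndal on chromosome 1 (log2 fold change 3.23), Asic3 on chromosome 5 (3.22), Lgi2 on chromosome 5 (2.99), Abca8a on chromosome 11 (2.99) and Armh4 on chromosome 14 (2.81). Lgi2 rose from 10.8 ± 0.495 CPM in WT to 85.8 ± 20.8 CPM in cKO (SD, n = 3). The largest decreases were those of Gm10260 on chromosome 13 (-7.66), Uts2 on chromosome 4 (-3.88), Eno1b on chromosome 18 (-2.75), Sfrp2 on chromosome 3 (-2.25) and Tll1 on chromosome 8 (-2.06). Uts2, which encodes the peptide urotensin 2, fell from 23.8 ± 0.967 CPM to 1.59 ± 0.401 CPM, and Sfrp2, a secreted Wnt modulator, from 122 ± 8.24 CPM to 25.5 ± 0.451 CPM (SD, n = 3). All 10 genes had an edgeR adjusted p-value of 7.72e-07 or less. Values of Gm10260, Eno1b and Mndal are uncertain because each has a near-identical relative: the transcript of Gm10260 matched Rps18 at 99.1% identity and that of Eno1b matched Eno1 at 99.5%, while Mndal matched Ifi211 at 95.4% over part of its length.

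The series concerns prostaglandin signaling, so genes of prostaglandin synthesis, transport, degradation and reception were tested as a list; the study may have chosen that topic on these libraries, in which case the list is not independent evidence. Of 28 genes, 25 were tested and 14 differed, 8 higher and 6 lower in cKO; 15 differed when adjusted over the list alone. The list did not shift as a whole (median log2 fold change 0.0656, camera adjusted p = 0.718, fry 0.0831). The most abundant member was Ptgs2 (chromosome 1, 150100031 to 150108227), which encodes cyclooxygenase 2. It fell from 1828 ± 25.5 CPM in WT to 659 ± 151 CPM in cKO (SD, n = 3), or 36.1% of WT (log2 fold change -1.47, SE 0.11, edgeR adjusted p = 2.6e-07), with 564, 833 and 581 CPM in cKO replicates 1, 2 and 3. Ptgs1, which encodes cyclooxygenase 1, fell from 109.5 to 73.3 CPM (log2 fold change -0.58), and Akr1c18 fell from 14.8 to 5.62 CPM (-1.40). The receptor gene for prostaglandin F, Ptgfr (chromosome 3, 151796502 to 151837630), rose from 2.53 ± 0.506 CPM to 8.89 ± 1.68 CPM (SD, n = 3; log2 fold change 1.79, SE 0.18, edgeR adjusted p = 3.3e-06). Ptgir (0.70) and Tbxas1 (0.60) were also higher. Ptgdr2 (1.14) and Ptger1 (0.86) passed the threshold at means of 0.647 and 1.21 CPM and did not pass it in 5 of 12 and 4 of 14 alternatives, with DESeq2 among them (adjusted p = 0.0983 and 0.0807). Ptgdr2 did not pass the filter in the other 2.

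Of the 15 uterine receptivity genes the study discussed, 14 were tested and 8 differed (9 adjusted over the list alone), 4 in each direction (median log2 fold change -0.0611, camera adjusted p = 0.837). Besides Ptgs2 and Hand2, Fkbp4 (-0.45) and Hoxa10 (-0.33) were lower, and Ltf (0.59), Wnt4 (0.45), Muc1 (0.40) and Lif (0.35) were higher. The call of Hoxa10 was lost in 7 of 14 alternatives, among them DESeq2 (adjusted p = 0.0725), scaling by library size only (0.0537) and 5 of the 6 fits that left out 1 library (up to 0.155). Of 13 tested genes of FGF signaling (ligands, receptors and the docking protein Frs2), 4 differed, and 4 when adjusted over the list alone: Fgf1 (0.65) and Fgf7 (0.24) were higher, and Fgf9 (-0.96) and Fgfr3 (-0.45) were lower (median log2 fold change -0.0656, camera adjusted p = 0.837). Among the 22 SWI/SNF subunits other than Pbrm1, 9 differed, and 9 when adjusted over the list alone, with log2 fold changes from -0.44 to 0.48 (median -0.0131, camera adjusted p = 0.905). Smarcc1 (-0.44), Smarcd1 (-0.30), Brd7 (-0.24) and Ss18 (-0.21) were lower, and Bicra (0.48), Smarcd3 (0.39), Smarcc2 (0.35) and Smarca2 (0.17) were higher. The calls of Fgfr3, Bicra and Smarca2 were lost in 5, 3 and 7 of 14 alternatives, with DESeq2 among them (adjusted p = 0.105, 0.0615 and 0.127), and those of Fgf7 and Smarcd1 were lost in 3 fits each that left out 1 library.

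Smooth muscle contractile genes were higher in cKO as a list: 17 of 23 differed (17 adjusted over the list alone), 14 of them higher, with a median log2 fold change of 0.256 (camera adjusted p = 0.0112, fry 0.0308). Mylk (1.25), Des (1.21), Itga8 (1.00), Ldb3 (0.84), Lmod1 (0.80), Myl9 (0.77) and Myh11 (0.74) rose, and Kcnmb1 (-0.82) fell. The call of Ldb3 was lost in 5 of 14 alternatives, with DESeq2 among them (adjusted p = 0.0874). Des rose from 239 ± 5.06 CPM to 554 ± 47.0 CPM (SD, n = 3). The abundant members changed less, and Acta2 went from 1287 ± 33.5 CPM to 1536 ± 131 CPM. Cell cycle genes were lower: 23 of 26 differed (23 adjusted over the list alone), 22 of them lower, with a median log2 fold change of -0.492 (camera adjusted p = 7.3e-08, fry 7.5e-05). Plk1 (-0.98), Cenpe (-0.95), Mki67 (-0.80), Cdc20 (-0.72), Ccnb1 (-0.69), Bub1b (-0.63), Birc5 (-0.62) and Cenpa (-0.62) were lower, and Mki67 fell from 256 ± 10.99 CPM to 147 ± 7.91 CPM (SD, n = 3). With the correlation between genes estimated from the 6 libraries, neither list passed the threshold (adjusted p = 0.841 for contractile and 0.0771 for cell cycle genes).

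**Figure D3:**
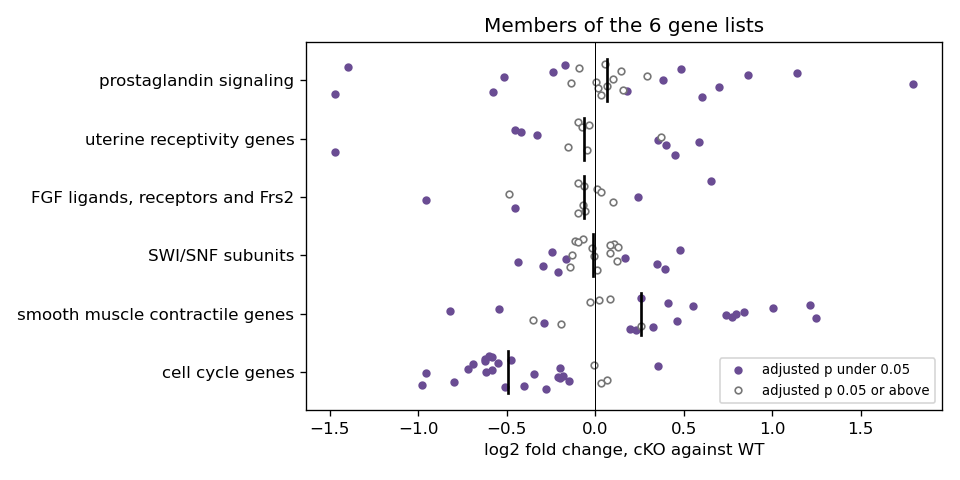
Log2 fold change of cKO against WT (horizontal axis) for each tested member of the 6 gene lists; filled points had an edgeR adjusted p-value under 0.05, and the vertical bars are list medians. The medians were 0.256 for contractile genes and -0.492 for cell cycle genes, and lay between -0.0656 and 0.0656 for the other 4 lists.

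Markers of other cell types were examined because the cells were separated by digestion, filtering and some hours of plating. Leukocyte markers were higher in cKO, with 10 of 12 tested markers called, all 10 higher (median log2 fold change 0.663, camera adjusted p = 3.1e-05), and so were fibroblast markers, with 10 of 12 called and 9 of these higher (median 0.739, camera adjusted p = 7.2e-05). The medians were 0.173 for epithelial markers, 0.130 for endothelial markers, -0.208 for mesothelial markers and 0.159 for dissociation response genes. Their camera adjusted p-values were 0.189, 0.307, 0.12 and 0.0695. Calls were made for 9 of 14 epithelial, 5 of 11 endothelial, 5 of 8 mesothelial and 11 of 18 dissociation genes. Of these, 8, 4, 1 and 9 were higher in cKO. The dissociation genes ran from -0.44 for Fosb to 1.56 for Hspa1a, so a difference in dissociation between the groups stays open. Only 2 of 15 oocyte and embryo markers passed the filter (median -0.297, camera adjusted p = 0.355), and neither was called. Under fry the epithelial, mesothelial and dissociation lists passed the threshold as well; with an estimated correlation none of the 7 did.

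The share of genes called near the modified loci did not differ from that elsewhere past the threshold. Of 98 tested genes within 10 Mb of Pbrm1, 46 (46.9%) were called, against 43.7% elsewhere (odds ratio 1.14, Fisher's exact test, two-sided p = 0.541, adjusted over both loci 0.901). Of 66 within 10 Mb of Pgr, 28 (42.4%) were called (odds ratio 0.948, Fisher's exact test, two-sided p = 0.901, adjusted 0.901).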

Values the study reported

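In uterine stromal cells of D4 mice, a different cell type from the oviductal cells analysed here, the study reported 692 upregulated and 559 downregulated genes by RNA-seq of Pbrm1 floxed and Pbrm1 cKO animals.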

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

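The alternatives for the comparisons were, but for 1 threshold, chosen before the data were examined; those for the composition lists were chosen after seeing the data. Pbrm1 and Hand2 kept their direction and stayed under an adjusted p-value of 0.05 in all 14 alternatives. The count of 6723 genes ranged from 5532 to 7054 across the 6 fits that each left out 1 library, the highest without cKO replicate 2, and was 5535 under DESeq2, 6690 under limma-voom, 6662 with library size only, 6925 with no filter and 6404 with at least 10 counts in every library. Scaling moved the median log2 fold change of all genes to at most 0.0174. At an adjusted p-value under 0.01 there were 4665 genes. Requiring in addition to 0.05 a log2 fold change beyond 1 left 998 genes, 557 higher and 441 lower, since most calls are small changes. A limit of over 1.5-fold with an unadjusted p under 0.01 and an adjusted p under 0.1, chosen after seeing the data, gave 2002 genes, 1182 higher and 820 lower.

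The replicate numbers did not pair the libraries: deviations from the group means of same-numbered libraries correlated at -0.0243, 0.0353 and 0.0928. With the replicate number as a block there were 6908 calls, 6617 of them shared with the fit without it, and no call of a gene named by the rule changed; other genes in the text were not followed.

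The list tests depended on how correlation between genes was handled. Camera with an estimated correlation gave adjusted p-values of 0.841 for contractile genes, 0.0771 for cell cycle genes, 0.141 for leukocyte markers and 0.0765 for fibroblast markers, all in the same direction as with the preset correlation; the estimate rests on 6 libraries. Fry gave 0.0479 for epithelial, 0.00107 for mesothelial and 0.0116 for dissociation genes; the cause was not tested. Across the fits that each left out 1 library, the adjusted p-value ranged from 0.0288 to 0.127 for dissociation genes, from 0.000931 to 0.0385 for contractile genes and from 6.5e-08 to 2.9e-07 for cell cycle genes. The SWI/SNF list, whose median was near 0, changed direction under fry (0.550) and without cKO replicate 1 (0.955; range 0.666 to 0.956 over the fits that left out 1 library). The oocyte and embryo list could not be tested with at least 10 counts in every library. The odds ratio near Pbrm1 was 0.945 within 20 Mb and that near Pgr 1.09 within 5 Mb, both on the other side of 1 from the 10 Mb values and neither past the threshold. Within 5 Mb of Pbrm1 the odds ratio was 1.29, and within 20 Mb of Pgr it was 0.877, again not past the threshold.

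Of 54 other named genes, 11 changed their call under at least 1 alternative. These were 47 of 753 values, 46 weaker and 1 stronger, with no change of direction; 35 of the weaker values came from leaving out a library and 8 from DESeq2. Depth limits the genes near 1 CPM, such as Ptgdr2 and Ptger1, for which a library held as few as 4 and 11 counts.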

Other observations

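Among the tests below, those of chance splits, flanking sequence at Pbrm1, library depth, and gene length were set before their results were seen; the others were chosen after. The prediction for the share of smooth muscle cells was set before, but its test across marker lists was chosen after. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave 6723 or more genes, namely the real one, and each of the other 9 gave 0 (87 to 370 genes at an unadjusted p under 0.05). With 10 splits the share cannot fall below 0.1, so the count of splits alone does not exclude chance. Beside it, simulated counts with no changed gene gave 0 calls among 15166 genes. The groups did not overlap for 53.5% of tested genes, where chance gives 10%. Simulated genes were drawn independently and real genes share libraries, so neither value excludes a library-wide difference that runs along with genotype. In the other 9 splits the difference between genotypes also widens the spread within groups, which lowers their calls. Library depth does not account for the calls, since the group means differed by 361576 counts and the totals overlapped. Log2 fold change across genes had a Spearman rho of -0.0401 with gene length and -0.0115 with GC content (known for 99.9% of tested genes), both below the limit of 0.2 set for a trend. Genes within 10 Mb of Pbrm1 made up 0.684% of the calls, so sequence flanking the modified allele leaves nearly all calls unexplained.

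Many of the largest changes were in sequence copies of other genes. Processed pseudogenes were 6.52% of tested genes but 30 of the 74 calls (40.5%) with an absolute log2 fold change above 3 (Fisher's exact test, two-sided p = 5.2e-17), and 26 of the 30 were lower in cKO. Setting genes at the floor to their bound left 53 such calls, 22 of them processed pseudogenes. The examples that follow were chosen after their values were seen. Gm10260, a copy of Rps18 (chromosome 13, 97760072 to 97760632), went from 114 ± 6.26 CPM in WT to 0.547 ± 0.233 CPM in cKO, while Rps18 went from 216 ± 3.03 to 296 ± 8.97 CPM (SD, n = 3). Gm10263, a copy of Rps28 on chromosome 13, went from 27.8 to 0.0215 CPM and Rps28 from 77.0 to 100.2 CPM. Rps3a3 went from 43.5 to 0.148 CPM and Rps3a1 from 243 to 304 CPM. In some pairs gain and loss lay further apart. The copy Gm13394 of Gapdh went from 61.2 to 0.0895 CPM while Gapdh itself rose only from 20.02 to 25 CPM, so loss of transcription of that copy is not excluded. In the other direction, Rpl26 gained 116.8 CPM while its copy Gm15772 lost 14.4 CPM, Rpl34 gained 102 CPM while Gm10154 lost 4.78 CPM, and Rps2 gained 65.6 CPM while Rps2-ps13 lost 8.55 CPM. The cKO means of Gm10263, Rps3a3 and Gm13394 lie below the floor of 0.158 CPM.

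A candidate explanation is a sequence difference between the WT and cKO mice that moved uniquely mapped reads between genes and their copies. There were 14 matched copies at 5 CPM or more in WT that fell by more than 2 on the log2 scale, and they belonged to 13 parents. Of the 4 parents that are not ribosomal protein genes, Gapdh (log2 fold change 0.32) and Txndc9 (0.18) rose, Pcna (0.03, SE 0.045) gained 3.57 CPM where its copy Pcna-ps2 fell from 5.99 to 1.10 CPM, too small a loss to show in the parent, and Eno1b (-2.75) fell from 19.8 to 2.96 CPM along with its assigned copy Gm5855 (37.4 to 8.36 CPM). Eno1b goes against movement of reads from copy to assigned parent, though it is itself a near copy of Eno1. The 9 ribosomal protein genes among these parents had a median log2 fold change of 0.378, against 0.110 for the 66 other ribosomal protein genes, a difference of 0.268 (permutation test over genes, one-sided p = 2e-05; genes are not independent replicates). Scaling moved the median of all genes by far less, to at most 0.0174. The loss of transcription of the copies without Pbrm1 would leave the parents at the level of other ribosomal genes, but they gained 564 CPM beyond it while their 10 copies lost 329 CPM. The gain exceeds the loss, so counts lost by the listed copies do not cover it, and the pairs did not balance one by one. Rps3 gained 131 CPM beyond other ribosomal genes against 65.8 CPM lost by its copies, and Rps18 gained 63.3 CPM against 113 CPM. Reads that map to several places were left out of the counts, so gain and loss need not balance. The imbalance therefore counts neither for nor against movement of reads. The genes with a log2 fold change beyond 3 lay on 17 chromosomes, with 0 on chromosome 14, which argues against sequence carried along with the Pbrm1 allele. No reads were analysed, so the variants themselves were not seen, and a difference in strain between the groups is a hypothesis. The labels call the controls WT; if they were floxed, as a supplement legend of the study has it, and littermates of the cKO mice, a strain difference would be less expected.

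If the groups differ in strain, the difference runs along with genotype in all 6 libraries. Calls with an absolute log2 fold change of at most 1 held 1.96% processed pseudogenes, so most calls are not of this kind, but variants of single genes cannot be told apart from an effect of Pbrm1 by these counts. Families of similar genes moved in both directions, again chosen after the values were seen: H2-Q2 went from 8.37 ± 0.593 to 0.167 ± 0.0893 CPM and H2-Q10 from 7.14 ± 1.53 to 0.737 ± 0.143 CPM, while H2-Aa rose from 6.81 ± 0.321 to 32.2 ± 0.874 CPM and Ifi205 from 2.79 ± 0.278 to 18.7 ± 4.29 CPM (SD, n = 3).

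Marker transcripts of other cell types were present in both groups. Summed over tested members, fibroblast markers held 6953 CPM in WT and 9917 CPM in cKO, beside 7549 and 9463 CPM for contractile genes. Epithelial markers held 1158 CPM in WT and 1346 CPM in cKO. Such sums do not give shares of cells, which were not measured, so changes cannot be assigned to muscle cells alone. Of the leukocyte markers, Lyz2 was at 452.5 CPM in WT and 621 CPM in cKO. A smaller share of smooth muscle cells in 1 group would move the markers of all other cell types alike. Those of 5 other types (oocyte markers, with 2 tested, were left out) moved apart, with medians from -0.208 for mesothelial to 0.739 for fibroblast markers, a range of 0.947 (57 markers, Kruskal-Wallis H = 15.1, permutation test over genes, p = 0.0023; genes are not independent replicates). This argues against a uniform change in the muscle share. Contractile genes went in both directions and do not settle it. A rise of fibroblasts, whose markers rose more than the contractile genes (median 0.256), stays open. The fibroblast markers did not rise alike, though. Of those called, 9 were higher, up to 1.10 for Cd34 (SE 0.083), and Dpt was lower (-0.65, SE 0.089). The abundant Col1a1 was not called (0.08, SE 0.083). An equal rise of all 10 leukocyte markers at 10 CPM or more is argued against by their log2 fold changes. These ran from -0.03 for Cd14 to 1.02 for Ptprc, a difference of 1.05 with an SE of 0.118. Both ends were picked as the extremes, which that SE does not allow for. A change in the kind or state of the leukocytes, or an effect of Pbrm1 in them, was not tested. Cd14 may be expressed by other cells of the oviduct. Without it all the other markers rose, from 0.46 for Lyz2 (SE 0.054) to 1.02 for Ptprc (SE 0.081). That range was not tested, so with Cd14 set aside a uniform rise in leukocytes stays open.

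The study described Hand2 transcription in these cells as comparable between genotypes, from genome browser tracks. It also described comparable accessibility of the enhancer region in these cells. In mice lacking that enhancer, it reported less Hand2 in the uterus but not in the oviduct. The counts here do not bear on accessibility or on that deletion. Here the log2 fold change of Hand2 was -0.42, and it ran from -0.50 to -0.37 over the 14 alternatives, with adjusted p-values up to 0.0341. The difference is small beside that of Pbrm1, and the 5.32% variation between replicates lets a difference of this size pass the threshold. The numbers of genes called here were 3373 higher and 3350 lower. The values quoted from the study above are for uterine stromal cells and carry a fold limit. A similar limit was over 1.5-fold with an unadjusted p under 0.01 and an adjusted p under 0.1. With it, edgeR gave 1182 higher and 820 lower genes here, above the quoted values in both directions. The study used DESeq2, however, and this limit was not applied under DESeq2 here. With a log2 fold change beyond 1, a stricter fold limit than that of the study, there were 557 and 441, which is lower. These counts therefore cannot tell in which cells more genes changed.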
